A study of Mus musculus with 4 samples. Its data were reported in "Liebenberg syndrome severity arises from variations in Pitx1 locus topology and proportion of ectopically transcribing cells" (2025).

How the data were processed

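H3K27ac, a histone acetylation found at active promoters and enhancers, was measured by ChIP-seq in sorted cells of mouse embryonic limb buds at E12.5. Each of the 4 libraries was made from 500000 fixed nuclei and read as single reads of 50 bp. Cells carried an EGFP reporter of Pitx1 transcription and were sorted on EGFP. The groups, taken from the sample labels, were Inv1 EGFP+, Inv1 EGFP-, Rel2 EGFP+ and Rel3 EGFP+, with 1 library in each. Inv1 is an inversion that brings the Pen enhancer nearer to Pitx1. Rel2 and Rel3 carry Pen inserted at another place of the locus, on a background from which Pen was deleted at its own position.

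The authors aligned the reads, removed duplicates and low-quality alignments and called peaks with MACS2 in each library on its own, with no input library in the peak call. The deposited lists hold 1 row per summit, so a peak interval can fill several rows. The score column deposited by the authors is 10 times the −log10 q value, cut to a whole number. The fold enrichment deposited by the authors is the ratio of the pileup at the summit to the background, with a pseudocount of 1 added to both. The deposited −log10 p and −log10 q values are those of the authors' peak caller. All of these are the authors' own values for a peak and were used only to describe, rank or filter peaks within a list.

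Rows that share an interval were counted once, with the highest fold enrichment and −log10 p of the interval. Fold enrichment and −log10 p of a row together fix a whole pileup and a Poisson background, and both were solved for every row; the largest difference from the deposited −log10 p was 0.000507. The lowest background of a list is its genome background, the mean number of extended tags expected at a position, and it is proportional to depth. Depth here means the tags that entered the peak call after the authors' filters, and the number of reads sequenced was not used in any calculation. Above it, between 99.997% and 100% of the backgrounds were whole multiples of 1 tag per 10 kb for an extension of 200 bp. The lists were therefore called against a local background of 10 kb, one of the calls the study describes; its main methods give a call without one. A local background lowers fold enrichment and −log10 p in broad acetylated domains, so that a missing peak does not show missing signal. The solved background also gives the number of tags in the 10 kb around a summit, called regional density below and expressed over the genome background. It exists only where a peak was called. The solver was tested on 1957 simulated peaks, for which it recovered 100% of the pileups.

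The build of the files was GRCm39, and genes were taken from GENCODE M39. Coordinates are 1-based. The sites of the alleles were placed by matching the guide and primer sequences that define them to chromosome 13; the PelB enhancer was not placed. Promoters were windows of 1 kb on each side of any annotated transcript start, and other sites were windows of 10 kb on each side. Intervals overlapped when they shared at least 1 bp. Shares of intervals carry exact Clopper-Pearson 95% intervals and regional densities exact Poisson 95% intervals, which cover counting error only. With 1 library per group no test between groups was made and no p-value is given.

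Comparisons, windows, marker lists, the rule for named genes and most alternatives were fixed before the data were examined. The rule named the genes of the Pitx1 locus, the genes the study discusses, members of the marker lists that explain a count, and for each pair of libraries the 5 windows of 10 kb with the largest gain and the 5 with the largest loss of covered length. The alternatives fixed in this way were a −log10 q of at least 5, every row in place of intervals, lists thinned to the shallowest depth by 1 seeded binomial draw, overlap of at least 50% of the shorter interval, equal list sizes of 18846 intervals, wider windows, and another match of peak strength. Regional density, pileup over the genome background and the comparison of summits within 250 bp of each other were chosen after seeing the data. Marker lists of 7 cell types were compared with 10000 random gene lists matched on mean promoter percentile. The computations used python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.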

Results

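H3K27ac was profiled in forelimb cells in which the Pen enhancer had been moved towards Pitx1, a gene normally transcribed in the hindlimb. The Inv1 allele was measured in EGFP+ and EGFP- cells, which compares cells sorted as positive and negative for the Pitx1 reporter. The study detected Pitx1 transcripts in more Inv1 forelimb cells than were EGFP+, since its gate left out weak signals. EGFP- cells may therefore include cells that transcribe Pitx1. They also hold the non-mesenchymal cells of the limb, in which the study saw no Pitx1, so the groups differ in cell types. The Rel2 and Rel3 alleles were measured in EGFP+ cells and compared with Inv1 EGFP+ cells, which asks how acetylation of the locus differs between these alleles. The position of Pen is not their only difference. Inv1 is heterozygous, so the other chromosome keeps Pen in place. The relocations carry a heterozygous insertion on a background homozygous for the Pen deletion. The study also warns that CTCF sites and enhancers inside the inversion can confound its effects. Each group held 1 library, so no difference below has a replicate check. The study lists the Inv1 libraries and the relocation libraries on different sequencing lanes, so allele and lane cannot be separated between them.

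The Inv1 EGFP- list held 18846 peak intervals covering 8.70 Mb, and the Inv1 EGFP+ list 25058 intervals covering 13.1 Mb. The Rel2 EGFP+ list held 24083 intervals over 11.4 Mb and the Rel3 EGFP+ list 24256 intervals over 11.1 Mb. The genome background, which follows depth, was 2.04 tags in Inv1 EGFP-, 4.56 in Inv1 EGFP+, 2.72 in Rel2 EGFP+ and 2.62 in Rel3 EGFP+. Inv1 EGFP+ was thus 2.23 times as deep as Inv1 EGFP-. Thinned to that depth, the Inv1 EGFP+ list kept 20268 intervals. Requiring a −log10 q of at least 5 moved the Rel3 EGFP+ count most, to 14936 intervals. Intervals within 1 kb of an annotated transcript start made up 83.5% of the Inv1 EGFP- list, 74.6% of the Inv1 EGFP+ list, 66.4% of the Rel2 EGFP+ list and 65.7% of the Rel3 EGFP+ list.

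Of the Inv1 EGFP- intervals, 93.2% (95% interval 92.8 to 93.5) overlapped an Inv1 EGFP+ interval. In the other direction, 66.3% (65.7 to 66.8) of the Inv1 EGFP+ intervals overlapped an Inv1 EGFP- interval, and this share rose to 80.6% in lists of equal size. It was 20.7% in the weakest of 5 equal classes of Inv1 EGFP+ intervals by −log10 p and 99.9% in the strongest. Overlap with Inv1 EGFP+ was 75.1% (74.6 to 75.7) for Rel2 EGFP+ and 74.6% (74.0 to 75.1) for Rel3 EGFP+. The relocation lists overlapped each other to a similar extent, with 73.0% (72.5 to 73.6) of the Rel2 intervals found in Rel3 and 74.2% (73.7 to 74.8) of the Rel3 intervals found in Rel2. All 4 lists shared 12796 of the Inv1 EGFP+ intervals, or 51.1%.

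Pitx1 lies on chromosome 13 from 55972864 to 55984005 (GRCm39) on the minus strand, with annotated transcript starts at 55979238 and 55984005. Each of the 3 EGFP+ lists held a peak within 1 kb of a Pitx1 transcript start, and the Inv1 EGFP- list held none. The Inv1 EGFP+ peaks lay at the inner start only, the Rel3 EGFP+ peak at the outer start only, and Rel2 EGFP+ had peaks at both. The Rel3 EGFP+ peak is close to the inserted Pen, at 55986461 to 55986480. Acetylation of the promoter and around the insertion cannot be told apart there. In Inv1 EGFP+ the strongest of 2 intervals ran from 55979370 to 55979647, with a fold enrichment of 2.62 and a −log10 p of 9.92. In Rel2 EGFP+ the strongest of 3 ran from 55984783 to 55985074, at a fold enrichment of 2.61 and a −log10 p of 7.99. The single Rel3 EGFP+ interval, from 55984803 to 55985031, had a fold enrichment of 1.90 and a −log10 p of 4.16. Within their own lists these intervals stood at percentiles 35.8, 38.3 and 2.55 by −log10 p. Ranked by pileup over the genome background they stood at 67.6, 80.6 and 81.2. The Rel3 peak was lost under a −log10 q of at least 5, in lists of equal size and after thinning, which left 2 EGFP+ lists with a promoter peak. Regional density around the Pitx1 summits reached 4.34 times the genome background in Inv1 EGFP+ (95% interval 4.07 to 4.62), 9.24 in Rel2 EGFP+ (8.73 to 9.76) and 7.48 in Rel3 EGFP+ (7.02 to 7.96). These are the densest summits of each list and lie at different positions, 55978822, 55980068 and 55984900. At the promoter summit that Rel2 and Rel3 share, the order was the other way, with 5.55 (5.17 to 5.97) in Rel2 EGFP+ at 55984904 and 7.48 in Rel3 EGFP+. At a shared summit inside the gene, Rel2 EGFP+ was higher, with 7.78 (7.32 to 8.26) at 55975432. Rel3 EGFP+ had 5.34 (4.96 to 5.76) there, at 55975312. The summits shared at Pitx1 thus gave no single order of Rel2 and Rel3.

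The absence of the promoter peak in the shallower Inv1 EGFP- list was set against depth. Of the 1253 Inv1 EGFP+ intervals within 2.5 percentile points of the Pitx1 promoter by −log10 p, 614 were also called in Inv1 EGFP-, a share of 49.0% (46.2 to 51.8). Matching on fold enrichment lowered it to 29.6%. When the Inv1 EGFP+ summits were thinned to the depth of Inv1 EGFP-, 95.3% of 1000 draws kept at least 1 of the 2 calls at the promoter and 59.4% kept both. At the regional density of the Inv1 EGFP+ promoter, a pileup of at least 21 tags, or 10.3 times the genome background, would be needed for a call in Inv1 EGFP-, while 9 tags, or 4.41 times, would do at the genome background. The regional density of Inv1 EGFP- at the promoter has no value, since no peak was called there.

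Pen, taken as the segment between the deletion primers, spans 56307051 to 56308892 and overlaps the long non-coding RNA gene Gm31657. The telomeric breakpoint of Inv1, at 56308568 to 56308587, lies inside this segment. Peaks covered 706 bp of the Pen segment in Inv1 EGFP+, 1021 bp in Rel2 EGFP+, 1111 bp in Rel3 EGFP+ and 0 bp in Inv1 EGFP-. The study, from read coverage, named Pen as the exception among enhancers without H3K27ac in Inv1 EGFP- cells. The missing call therefore does not show an unmarked Pen. In the flanks of 10 kb on each side, peaks covered 1082 bp in Inv1 EGFP+, 200 bp in Rel3 EGFP+, 200 bp in Inv1 EGFP- and 0 bp in Rel2 EGFP+. The relocation alleles lack Pen at this position, so reads assigned to it there come from the inserted copy. The flank at 56316324 to 56316523 held the only Inv1 EGFP- interval of this window, at a regional density of 3.14 (2.80 to 3.50), against 4.37 (4.11 to 4.65) in Inv1 EGFP+.

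The PDE site, at which Pen was inserted in Rel2, lies at 56103515 to 56103533, 124 kb from the inner Pitx1 transcript start and within the long non-coding RNA genes Gm47071 and Gm61539. Within 10 kb of it, peaks covered 1385 bp in Rel2 EGFP+, 480 bp in Inv1 EGFP+, 384 bp in Rel3 EGFP+ and 0 bp in Inv1 EGFP-. The Rel2 intervals included one that began next to the insertion, from 56103506 to 56103892. Regional density in the Rel2 window reached 5.05 (4.68 to 5.44), against 1.57 (1.41 to 1.74) in Inv1 EGFP+ and 1.60 (1.39 to 1.83) in Rel3 EGFP+. The Rel3 insertion site, at 55986461 to 55986480, lies in Gm47071, 7.22 kb from the inner Pitx1 transcript start. Rel3 EGFP+ held an interval from 55987911 to 55988320 beyond it, at a regional density of 5.28 (4.90 to 5.69). At the RA4 site, 56196192 to 56196212, no list held a peak within 10 kb, and all 4 held one within 20 kb. No list held a peak within 1 kb of the Neurog1 transcript start. The gene between RA4 and Pen, Macroh2a1, carried a promoter peak in all 4 lists, and Tifab, on the other side of Pen, in none.

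**Figure D1:**
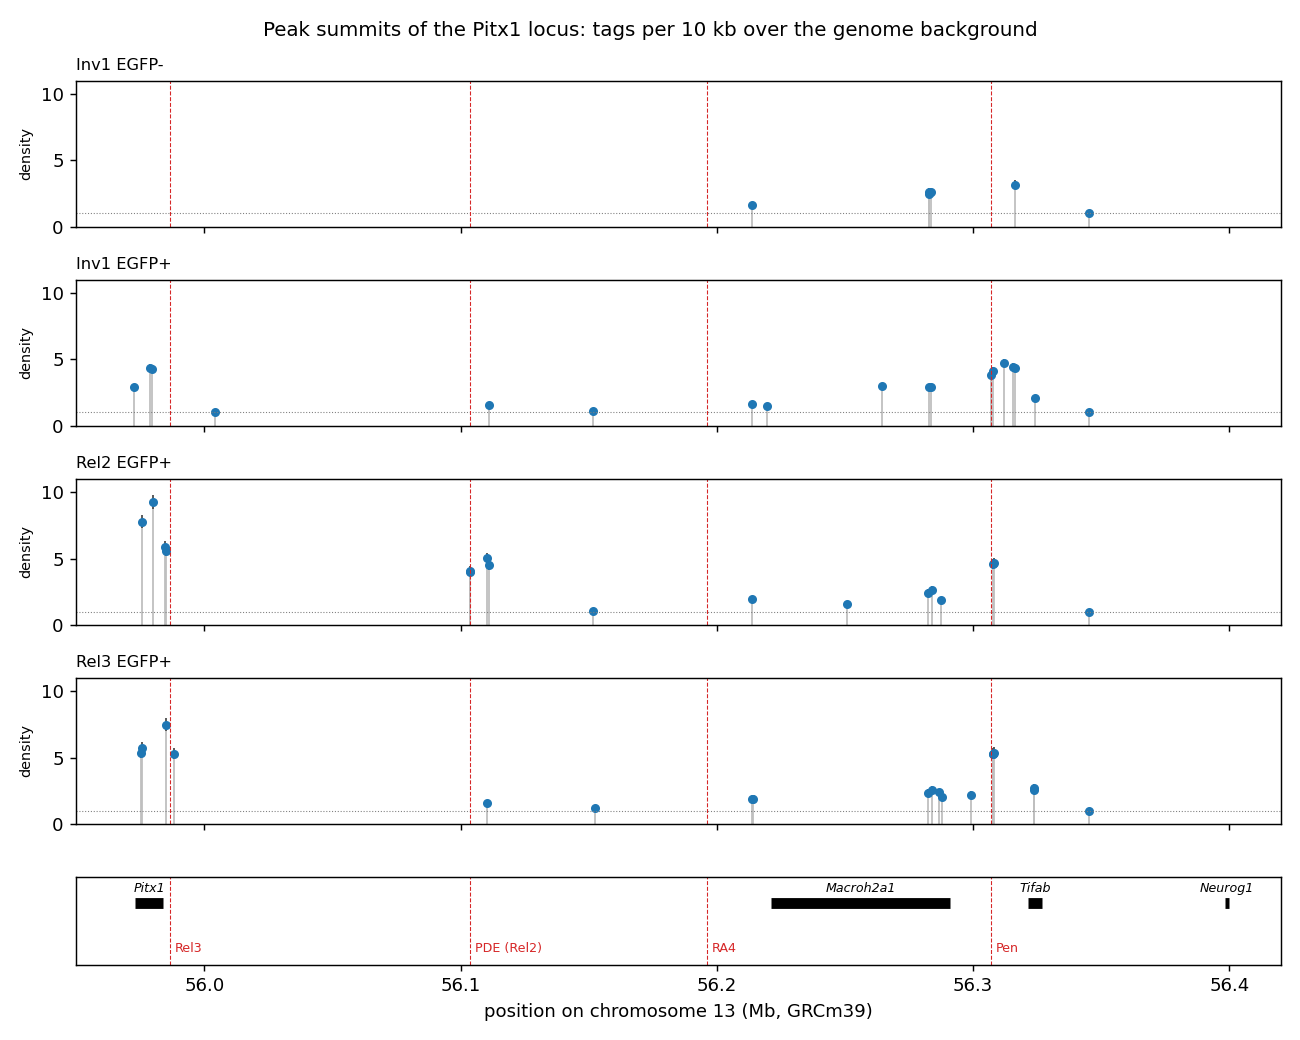
Peak summits of the 4 lists along chromosome 13 (Mb, GRCm39), with the regional density (tags per 10 kb over the genome background, linear axis) as height and exact Poisson 95% intervals as bars; the dotted line marks the genome background and dashed lines the sites of the alleles. Around the PDE site the Rel2 EGFP+ summits reach 5.05, and the Inv1 EGFP+ and Rel3 EGFP+ summits stay at 1.57 and 1.60.

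Changes in covered length at the locus were ranked among all windows of 10 kb with a peak in either library. Between Inv1 EGFP+ and Inv1 EGFP-, the window with the inner Pitx1 transcript start stood at percentile 94.6 and the Pen window at 98.5 of 17708 windows. Between Rel2 EGFP+ and Inv1 EGFP+, the PDE window stood at 92.8, the Pen window at 69.3, the window of the Rel3 site, which holds the outer Pitx1 transcript start, at 98.5, and the inner Pitx1 window at 33.5. For Rel3 EGFP+ against Inv1 EGFP+, the same windows except PDE stood at 76.9, 98.6 and 39.5. The PDE window, from 56100001 to 56110000, had no peak in Rel3 EGFP+ or Inv1 EGFP+, because their PDE peaks begin just beyond its edge. Its value for Rel2 EGFP+ covers only the interval next to the insertion. In windows of 20 kb, which take in the other PDE peaks, PDE stood at 99.4 for Rel2 EGFP+. Windows of 20 kb moved the Pen window most, to 3.34 for Rel2 EGFP+ and 6.70 for Rel3 EGFP+, since they include the flank.

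Genome-wide, the windows that gained most covered length in Inv1 EGFP+ over Inv1 EGFP- lay nearest to Il11ra1, Lama4, Disp1, Fam20b and Smyd3, with gains of 1639 to 1788 bp. Those that lost most lay nearest to Tmbim1, Artn, Fgfr2, Csgalnact1 and H2bc1, with changes of -674 to -585 bp. In Rel2 EGFP+ against Inv1 EGFP+, the largest gains lay nearest to Atp5mc3, Actrt2, Or2k2, Sall1 and Zfp462, and the largest losses nearest to Esp38, Kctd15, B4galt3, Cbfb and Chd9. In Rel3 EGFP+ against Inv1 EGFP+, gains lay nearest to Lrig3, Btbd3, Atp5mc3, Dpysl2 and Lix1, and losses nearest to Esp38, Sfi1, Rbm5, Kctd15 and Sema6a. The Atp5mc3 window, on chromosome 2 from 73900001 to 73910000, is 163067 bp from that gene's transcript start.

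Summits found in 2 libraries within 250 bp of each other gave a comparison of regional density, chosen after seeing the data. It covers only summits strong enough to be called in both libraries. Between Rel2 EGFP+ and Inv1 EGFP+ the median log2 ratio was 0.32 at 5163 summits more than 5 kb from a protein-coding transcript start and -0.02 at 12742 summits within 500 bp of one. Between Rel3 EGFP+ and Inv1 EGFP+ the medians were 0.38 and -0.05, and between Inv1 EGFP+ and Inv1 EGFP- they were -0.10 and -0.16. Between Rel2 EGFP+ and Rel3 EGFP+ they were -0.04 and 0.04.

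**Figure D2:**
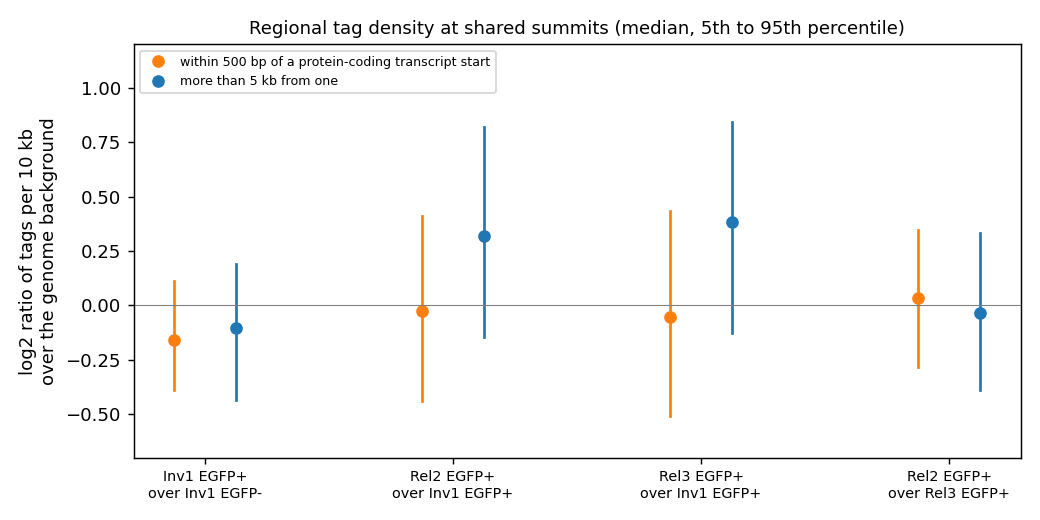
Log2 ratio of regional density (tags per 10 kb over the genome background) at summits shared by 2 libraries, for 4 pairs of libraries; points are medians and lines run from the 5th to the 95th percentile of summits near (orange) and far from (blue) protein-coding transcript starts. The distal medians of Rel2 EGFP+ and Rel3 EGFP+ over Inv1 EGFP+ lie at 0.32 and 0.38.

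Promoter peaks of marker genes asked whether the sorted cells were mesenchymal. Of 16 mesenchyme markers, 14 carried a promoter peak in Inv1 EGFP+ and 11 in each of the other lists. With a −log10 q of at least 5, the counts were 11 in Inv1 EGFP+, 8 in Inv1 EGFP-, 10 in Rel2 EGFP+ and 4 in Rel3 EGFP+. Of 70 markers of muscle, endothelium, immune cells, epithelium, erythroid cells and neural crest or Schwann cells, 5 carried one in Inv1 EGFP-, 5 in Inv1 EGFP+, 4 in Rel2 EGFP+ and 5 in Rel3 EGFP+. None of the 12 immune and 12 epithelial markers had a promoter peak in any list. This includes Inv1 EGFP-, whose cells were not selected for Pitx1 and should hold the other limb cell types. Such calls therefore miss minority cell types and cannot measure how pure the EGFP+ cells were. Mrc1, Ttn, Krt14, Dlk2 and Cldn5 were without one in all 4 lists, and Prrx1, Tbx15, Sox9, Egr1, Jund and Gdf5 had one in all 4. Shox2, Runx2 and Foxc1 had a peak in Inv1 EGFP+ and Rel2 EGFP+ only. Lhx9 lacked one in Rel3 EGFP+ only, and Junb lacked one in Inv1 EGFP- only. The median change in percentile of the mesenchyme list between Inv1 EGFP+ and Inv1 EGFP- was 11.2, at percentile 17.0 of the matched random lists, and for Rel2 EGFP+ against Inv1 EGFP+ it was 0.0953, at percentile 97.2. For Rel3 EGFP+ it was -14.1, at percentile 58.0. The other 6 lists had a median change of 0 in each pair, because most of their genes had no peak.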

Values the study reported

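The study reported EGFP+ shares of 6.4% in Inv1 forelimbs, 59% in Rel2 forelimbs and 62% in Rel3 forelimbs. It placed the inserted Pen 125 kb from Pitx1 in Rel2 and 7.7 kb upstream of the promoter in Rel3.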

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

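Ranking by pileup over the genome background and the restriction to dense regions were chosen after seeing the data, unlike the other alternatives. No paired analysis was possible because each group held 1 library, and leaving out a replicate would leave no value. Except where a construction is named, the cause was not tested. Thinning used 1 random draw.

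Requiring a −log10 q of at least 5 left 15288 intervals in Rel2 EGFP+ and 14936 in Rel3 EGFP+. Overlaps then were 96.1% for Inv1 EGFP- in Inv1 EGFP+, 85.7% for Rel2 and 84.8% for Rel3 in Inv1 EGFP+, 75.1% for Rel2 in Rel3 and 78.9% for Rel3 in Rel2. The Pitx1 promoter peak stayed in 2 EGFP+ lists. Differences in covered length from Inv1 EGFP+ reversed in the Pitx1 region, to -396 bp for Rel2 and -278 bp for Rel3, and around the Rel3 site, to -196 bp and -78 bp. Window percentiles for Inv1 EGFP+ against Inv1 EGFP- were 91.2 (Pitx1) and 97.1 (Pen). For Rel2 they were 8.10 (Pitx1), 89.2 (Rel3 site) and 79.5 (Pen), and for Rel3 9.90, 93.9 and 84.2. The PDE window of Rel2 held no peak in either list and has no value, since the PDE peaks that remained lay beyond its edge. Mesenchyme marker promoters with a peak fell to 4 in Rel3 EGFP+, against 8 in Inv1 EGFP- and 10 in Rel2 EGFP+. Non-mesenchymal ones fell as well, to 2 in Rel2 EGFP+ and 2 in Rel3 EGFP+, and differed by 1 between Inv1 EGFP+ and Inv1 EGFP-.

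Overlap of at least 50% of the shorter interval gave 64.9% for Inv1 EGFP+ in Inv1 EGFP-, 91.8% for the reverse, 72.2% and 70.6% for Rel2 and Rel3 in Inv1 EGFP+, 69.7% for Rel2 in Rel3 and 70.7% for Rel3 in Rel2.

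Equal list sizes gave overlaps of 80.6% for Inv1 EGFP+ in Inv1 EGFP-, 86.4% for the reverse, 76.2% for Rel2 in Inv1 EGFP+, 74.7% for Rel2 in Rel3 and 76.6% for Rel3 in Rel2. The Pitx1 promoter peak stayed in 2 EGFP+ lists. For Rel3, covered length reversed to -20 bp in the Pitx1 region and -78 bp around the Rel3 site. Window percentiles were 96.8 (Pitx1) and 99.3 (Pen) for Inv1 EGFP+ against Inv1 EGFP-. They were 35.5 (Pitx1), 92.8 (Rel3 site) and 89.5 (PDE) for Rel2, and 19.4 (Pitx1), 90.8 (Rel3 site) and 75.1 (Pen) for Rel3. The excess of mesenchyme marker promoters in Inv1 EGFP+ over Inv1 EGFP- went to 0, with 11 in Inv1 EGFP-, 10 in Rel2 and 8 in Rel3.

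Thinning gave overlaps of 75.6% for Inv1 EGFP+ in Inv1 EGFP-, 86.9% for the reverse, 70.9% and 69.3% for Rel2 and Rel3 in Inv1 EGFP+ and 73.6% for Rel2 in Rel3. It left the Pitx1 promoter peak in 2 EGFP+ lists and reversed the same Rel3 lengths, to -20 bp and -78 bp. Window percentiles were 96.3 (Pitx1) and 88.5 (Pen) for Inv1 EGFP+ against Inv1 EGFP-. They were 31.0 (Pitx1), 97.3 (Rel3 site), 89.3 (PDE) and 94.8 (Pen) for Rel2, and 15.7 (Pitx1), 90.5 (Rel3 site) and 96.9 (Pen) for Rel3.

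Windows of 20 kb, which join Pen with its flank, gave 91.8 (Pitx1) and 99.9 (Pen) for Inv1 EGFP+ against Inv1 EGFP-. They gave 36.1 (Pitx1), 98.1 (Rel3 site), 99.4 (PDE) and 3.34 (Pen) for Rel2, and 41.8, 98.0 and 6.70 for Pitx1, the Rel3 site and Pen in Rel3. Ranked without a local background, the Pitx1 promoter stood at percentiles 67.6, 80.6 and 81.2 in Inv1 EGFP+, Rel2 and Rel3. Detection in Inv1 EGFP- of intervals as strong as the Pitx1 promoter was 29.6% when matched on fold enrichment, 52.5% at transcript starts and 57.1% in regions of at least 3 times the genome background.

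The direction of the covered-length differences at the PDE site and the Pen flanks held under all 4 alternatives tried for them. Most of these differences were smaller than their half-width, which was computed as if each 200 bp of a window were an independent trial. It measures neither the counting error of tags nor the certainty of a peak call. For Rel2 against Inv1 EGFP+ the PDE difference was 905 bp (half-width 1297 bp), and 147 bp under a −log10 q of at least 5. For Rel3 it was -96 bp (962 bp). Only the Rel2 difference at the Pen flanks, -1082 bp (1030 bp), exceeded its half-width. With wider windows peaks appeared around the RA4 site in all 4 lists, over 275 bp in Inv1 EGFP-, 224 bp in Inv1 EGFP+, 278 bp in Rel2 and 451 bp in Rel3. With the same windows the Neurog1 promoter still had no peak in any list, and the Pitx1 promoter none in Inv1 EGFP-; the other alternatives only remove peaks and could not have added one. Thinned to the depth of Inv1 EGFP-, the Inv1 EGFP+ call at the PDE site was kept in 97.5% of 1000 draws and at least 1 of the 2 calls at Pen in 99.8%, both in 85.9%. At least 1 of the 3 calls beyond Pen was kept in 99.7% and all in 56.9%, and the Pitx1 promoter kept at least 1 of 2 in 95.3% and both in 59.4%.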

Other observations

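The tests of the hindlimb letters by promoter calls and of depth at the Pitx1 promoter were written before the data were examined; the regional density of Tbx5, and the tests of the Pen copy, the distal shift and the PDE site, were chosen only after the result was seen.

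Names of the peaks in the Inv1 EGFP- list carry the letters HL, while the label gives forelimb. If the library came from hindlimb, Tbx4 and the Hoxc genes from Hoxc9 to Hoxc13 would carry promoter peaks and Tbx5 would not. The calls named in advance came out mixed. Of these 6 hindlimb genes, 1 carried a promoter peak, Tbx4, which also had one in the other 3 lists. Tbx5 had none within 1 kb, whereas each of the other 3 lists had one there. Within 2.5 kb Tbx5 had a peak in Inv1 EGFP- too. The densest Tbx5 summit of Inv1 EGFP-, on chromosome 5 at 119969590, stood at 7.31 times the genome background (95% interval 6.80 to 7.86), and that of Inv1 EGFP+, at 119969581, at 6.84 (6.50 to 7.18). The densest Tbx5 summits of the relocation lists lay elsewhere, at 119975046 in Rel2 EGFP+ with 17.6 and at 119973831 in Rel3 EGFP+ with 16.9, so these are not values of the same position. An acetylated Tbx5 domain, at percentile 99.2 of the Inv1 EGFP- summits, argues against a hindlimb origin, but this measure was picked after the calls were mixed and no hindlimb library was analysed here. A naming slip may explain the letters; it was not tested.

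A Pitx1 promoter peak was called in the 3 EGFP+ lists and not in Inv1 EGFP-, though not at the same transcript start in each. The Inv1 EGFP+ calls lay at the inner start and the Rel3 EGFP+ call at the outer start, close to its inserted Pen. Lower depth of Inv1 EGFP- is a candidate explanation, and the test set for it gave answers that point in different directions. At equal depth 95.3% of draws kept at least 1 of the 2 promoter calls and 59.4% kept both. Of single intervals as strong, 49.0% were called in Inv1 EGFP-, so that a loss is common at this strength. The first value counts draws over a pair of calls and the second counts intervals, so they are not on one scale. Depth and a lower acetylation in EGFP- cells cannot be told apart from these lists, since a region without a peak gives no value. The study, which also showed read coverage, reported no H3K27ac at the Pitx1 promoter of Inv1 EGFP- cells. Coverage was not examined here.

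A local background changed the rank of the Pitx1 promoter. In Rel3 EGFP+ it stood at percentile 2.55 by −log10 p and at 81.2 by pileup over the genome background. Peak strength in these lists may therefore understate acetylation in broad domains such as Pitx1.

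In the relocation lists the peaks around Pen lay between the deletion primers, with 84.7% of the covered length there in Rel3 EGFP+ and 100% in Rel2 EGFP+, against 39.5% in Inv1 EGFP+. With flanks of 20 kb the shares were 52.1% in Rel3 EGFP+, 80.8% in Rel2 EGFP+ and 32.8% in Inv1 EGFP+, so the Rel3 value depends on the width of the flanks. Reads of the inserted copy being assigned to the reference position of Pen would give such a concentration. The flanks, which were not moved, held no peak within 10 kb in Rel2 EGFP+ and 200 bp of peak in Rel3 EGFP+. Within 20 kb they held 242 bp in Rel2 EGFP+ and 1020 bp in Rel3 EGFP+, against 1449 bp in Inv1 EGFP+. At least 1 of the 3 flank summits of Inv1 EGFP+ beyond Pen was kept in 99.7% of draws at the depth of Inv1 EGFP-. Whether the flanks depend on Pen was not tested.

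Summits found in both libraries differed in regional density by their distance from genes. Against Inv1 EGFP+, distal summits stood 0.32 higher on the log2 scale in Rel2 EGFP+ and 0.38 higher in Rel3 EGFP+, while promoter summits did not. Higher depth of Inv1 EGFP+, in tags that entered the peak call, is argued against as the source of the gap between distal and promoter medians. The gap was also there against Inv1 EGFP-, which is shallower than both. It was 0.40 for Rel2 EGFP+ and 0.47 for Rel3 EGFP+, next to 0.34 and 0.44 against Inv1 EGFP+. Against Inv1 EGFP- the distal medians were lower, at 0.21 and 0.25, and the promoter medians were -0.19 and -0.22. The size of the distal rise is therefore not settled by this test. The names of the reads listed by the study carry the same lane number for both Inv1 libraries and another for both relocation libraries. They do not name the run, so whether the libraries of a pair shared a lane is not known. Lane number and allele are confounded in each comparison of a relocation library with Inv1. The study also lists more reads sequenced for Rel2 EGFP+ and Rel3 EGFP+ than for Inv1 EGFP+, although fewer tags entered their peak calls. A smaller share of reads was thus kept in the relocation libraries than in Inv1 EGFP+, and this difference between libraries goes with the shift. A batch or library effect and an effect of the alleles, or of the larger share of EGFP+ cells, cannot be told apart.

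The PDE site stood outside that shift. The log2 ratio of regional density between Rel2 EGFP+ and Inv1 EGFP+ was 1.51 at the summit at 56111030, against a 95th percentile of 0.82 over distal summits, and 1 of the 5163 distal summits, the PDE summit itself, reached it. Between Rel2 and Rel3, which share the shift, it was 1.66 at 56110179. The shift of the relocation libraries as a whole thus does not account for it. The summit lies several kb from the insertion, outside the inserted segment, and a spread of acetylation from the inserted Pen may be the source, as a hypothesis from 1 library.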
